A study of Mus musculus with 7 samples. Its data were reported in "Single-cell RNA-Seq reveals changes in immune landscape in post-traumatic osteoarthritis" (2022).

How the data were processed

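The data were 7 single-cell RNA-seq libraries from knee joints of 10-week-old male BL6 mice. CD45+ cells came from uninjured joints (D0) and from joints 1, 3, 7, 15 and 30 days after an ACL rupture by tibial compression, and CD45- cells came from uninjured joints. The study used 5 mice per group. Each group is represented by 1 library, and that the 5 animals were pooled in it is inferred, since the labels do not say so. Joints were digested with collagenase, and cells were separated with CD45 magnetic beads and sequenced with the Chromium 3' chemistry on a NextSeq. The authors aligned the reads to mm10 and counted UMIs with Cell Ranger, and the deposited matrices hold these raw counts per gene and barcode, without normalization and without a filter for cells. The file headers name software version 4, which differs from the version in the methods. Whether intronic reads were counted is not stated. Barcode lists were complete in the libraries of D1, D3, D7, D15 and D30 and partial at D0 and in the CD45- library. Of the 32285 genes, 40 symbols were listed for more than 1 gene ID.

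Total UMIs per CD45+ library ranged from 15223198 (D30) to 39649987 (D7), and the CD45- library had 66626426. Barcodes with 500 or more detected genes were kept, numbering 3142 at D0, 2851 at D1, 2983 at D3, 3857 at D7, 2077 at D15, 2095 at D30 and 5235 in the CD45- library. They held 83.2% (D15) to 89.96% (D1) of the UMIs of the CD45+ libraries and 45.3% of those of the CD45- library. Barcodes with more than 10% mitochondrial UMIs were removed, which were 4.33% at D0, 5.86% at D1, 4.76% at D3, 5.21% at D7, 2.65% at D15, 3.87% at D30 and 71.6% in the CD45- library. Doublets were removed as the highest Scrublet scores (scanpy 1.11.5), at a rate of 0.8% per 1000 barcodes, which took 72 barcodes at D0, 58 at D1, 65 at D3, 107 at D7, 33 at D15, 32 at D30 and 18 in the CD45- library. The study states the minimum of 500 genes but neither a mitochondrial limit nor a doublet method, so these were chosen here.

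Genes seen in 5 or more cells were log-normalized in Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3), and the 6 CD45+ libraries were integrated by canonical correlation anchors on 2000 variable genes. Louvain clusters were made from 30 principal components at resolution 0.5. Mono-Mac cells were clustered again on the integrated values with 20 components at resolution 0.6, and the CD45- library on its own with 30 components at resolution 0.5. Each cluster took the name of the list of marker genes with the highest positive mean log2 level over the mean of the clusters, with 10 CPM added, if 3 or more of its markers reached 50.0 CPM and no other list had more markers among the 10 genes that led the cluster. Clusters with a median below 1/3 of the median UMIs of their libraries took no name unless 1 or more of its markers led them. The lists of 13 CD45+ classes, 9 Mono-Mac subtypes and 11 non-immune types were fixed before the data were examined. After the data were examined, a list for mural cells was added to the CD45+ classes, clusters with a proliferation score above 1 were counted as proliferating (cluster 14 scored 0.91), and a name with a score below 0.5 was kept only if 1 or more of its own markers led the cluster. The last rule left clusters 3 and 7 of the CD45- library unnamed and changed no CD45+ class of the main setting. A denominator of immune cells only, without stromal, endothelial, mural and erythroid clusters, was also added at that point. Names are rebuilt from markers, so differences from the study may come from the names.

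Shares were given with exact Clopper-Pearson intervals, differences of shares with intervals combined from the exact limits, and levels as summed UMIs per 1e6 UMIs of the class (CPM) with exact Poisson intervals. Ratios were log2 of 2 CPM values with exact conditional binomial intervals, without a pseudocount. All intervals are at 95.0% and cover counting error only. With 1 library per group, no p-value was computed and no changed genes were counted, because cells of a library are not replicates. A count of 0 was given the upper limit of 3 counts. Subtype shares were compared with D0 only where the mean change of the markers within the subtype was at most 2-fold. Genes came from a list of those named by the study (64 for Mono-Mac, 18 for neutrophils, 6 for B cells and 10 for non-immune cells) and from a size rule. The rule took the 3 largest rises and the 3 largest falls per day in log2 of CPM plus 10, among genes at 100 CPM or more in the higher of the pair. It left out mitochondrial, ribosomal, haemoglobin and immunoglobulin genes and the markers of other classes. A gene that the rule took on some days is not reported here. Which of the study's genes are shown, and on which days, was chosen after the values were seen, except for the D3 levels of *Trem2*, *Lyve1* and *Ly6c2*. Gene positions were read from GENCODE vM21 on mm10 and are 1-based.

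Interval coverage was tested on summed counts drawn from Poisson distributions, with changes put into 200 genes. For Mono-Mac cells of D3 against D0, with 2947 genes, the intervals covered 96.5% of the true changes, each direction was recovered, and 4.15% of 2747 unchanged genes fell outside. For the other comparisons simulated, coverage was 92.5% (Mono-Mac D30, 3034 genes) to 96.5% (B cells D3, 3083 genes). Exact intervals of the Mono-Mac share covered 94.4% (D0) to 95.6% (D30) of 1000 draws.

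The 11 processing alternatives fixed at the start for shares were minimum genes of 200 and 1000, mitochondrial limits of 5% and 20%, no doublet removal, the doubled doublet rate, merging without integration, lower and higher resolution, naming of each cell by its own markers, and thinning to 1000 UMIs per cell. Gene levels were also computed as a mean over cells, after subtraction of free RNA, and without mitochondrial, ribosomal and the 20 most abundant genes. Not every gene level was computed in each setting. The mean over cells gave 132 values, free RNA subtraction 51, the setting without the most abundant genes 61 and thinning 60. The free RNA profile came from barcodes with 1 to 20 UMIs, and its estimated share of Mono-Mac UMIs was 29.3% at D0, 17.4% at D1, 6.47% at D3, 11.5% at D7, 6.62% at D15 and 45.5% at D30. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9. The bulk RNA-seq and flow cytometry of the study were not used here. Its trajectory analysis and tests between cells were not repeated, since 1 library per day gives no error between animals.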

Results

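Single-cell RNA-seq was used to follow the immune cells of the mouse knee joint after rupture of the anterior cruciate ligament (ACL) by a single compressive overload of the tibia, an injury that leads to post-traumatic osteoarthritis. Cells were sorted with magnetic beads against CD45, a surface protein of immune cells that *Ptprc* encodes. CD45+ cells were sequenced from uninjured joints (D0) and from joints 1, 3, 7, 15 and 30 days after injury (D1, D3, D7, D15 and D30), and CD45- cells from uninjured joints only. Each of the 7 groups had 1 library, so no spread between animals could be measured and every interval below covers counting error only. The deposited matrices held unfiltered counts of unique molecular identifiers (UMIs) for 32285 genes. Total UMIs were 27249009 at D0, 28159410 at D1, 36485562 at D3, 39649987 at D7, 17811850 at D15 and 15223198 at D30, and 66626426 in the CD45- library.

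After removal of barcodes with fewer than 500 detected genes, with more than 10% mitochondrial UMIs or with a high doublet score, 2934 cells remained at D0, 2626 at D1, 2776 at D3, 3549 at D7, 1989 at D15 and 1982 at D30. Median UMIs per cell were 4266.5 at D0, 5881 at D1, 7676.5 at D3, 6602 at D7, 4465 at D15 and 4033 at D30. In the CD45- library, 71.6% of the barcodes with 500 or more genes exceeded the mitochondrial limit, and 1469 cells with a median of 9515 UMIs remained.

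To ask how the immune composition of the joint changed with time after injury, clusters of the integrated CD45+ libraries were assigned to classes by fixed marker lists, and each class was expressed as a share of the called cells of its library. Monocytes and macrophages (Mono-Mac) made up 10.9% of D0 cells (95% exact binomial interval 9.77–12.1%, 319 cells). Their share was 25.7% at D1 (24.1–27.5%) and 37.5% at D3 (35.7–39.3%, 1041 cells), and then 25.4% at D7, 12.8% at D15 and 18.0% at D30. The difference from D0 was 26.6 percentage points at D3 (24.5–28.8), 1.90 points at D15 (0.0372–3.80) and 7.09 points at D30 (5.05–9.17). Of the alternatives run, keeping barcodes with 200 or more genes moved the D3 difference most, to 13.5 points. With immune cells alone as the denominator, the Mono-Mac share was 11.1% at D0, 38.8% at D3 and 22.7% at D30, and the D30 difference was 11.6 points. Included in this class was a cluster led by *Acp5* and *Ctsk* (cluster 14), which held 0.341% of D0 cells, 0.419% of D1, 5.51% of D3, 2.82% of D7, 0.905% of D15 and 0.454% of D30 cells. Without it the Mono-Mac share was 10.5% at D0 and 32.0% at D3. A cluster led by *Cd209a* and MHC class II genes had too few detected dendritic markers for a name, and held 0.579% of D0 cells and 3.24% of D3 cells.

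Neutrophils formed the largest class on each day and made up 55.0% of D0 cells (53.2–56.9%), 48.6% at D1, 41.0% at D3 (39.1–42.8%), 41.5% at D7, 52.3% at D15 and 33.2% at D30 (31.2–35.4%). The share at D3 fell by 14.1 points from D0 (11.5–16.7) and that at D30 by 21.8 points (19.0–24.5), of which the latter was the more dependent on the minimum number of genes (-11.9 points with 200 or more genes). Among immune cells alone the neutrophil share was 56.2% at D0 and 42.1% at D30. B cells made up 16.0% of D0 cells (14.7–17.4%), 10.6% at D1, 5.87% at D3 (5.03–6.81%), 13.2% at D7 (12.1–14.3%), 13.5% at D15 and 8.22% at D30. The B cell share at D7 differed from D0 by -2.80 points (-4.56 to -1.05). T cells ranged between 1.55% (D3) and 2.11% (D0) of called cells, natural killer (NK) cells between 0.804% (D15) and 1.31% (D30), and dendritic cells between 0.396% (D3) and 1.04% (D7). For each of these 3 classes the interval of the difference from D0 included 0 on every day. The dendritic class leaves out the unnamed cluster led by *Cd209a*, one of the genes by which the study identified its dendritic cells. That cluster held 0.579% of D0 cells (0.338–0.926%) and 3.24% of D3 cells (2.61–3.97%), so a rise of dendritic cells is not excluded.

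Proliferating cells were counted as the clusters with a high score for cell cycle genes, which is a limit set after the scores were seen. They made up 12.2% of D0 cells (11.04–13.4%), 5.86% at D1, 6.41% at D3, 10.7% at D7, 11.8% at D15 and 15.3% at D30 (13.8–17.0%). The difference from D0 was -6.34 points at D1 (-7.85 to -4.82) and 3.14 points at D30 (1.14–5.17). When each cell was named by its own markers without clusters, the D30 difference reversed to -0.501 points. The 4 clusters did not change alike. Cluster 8, led by *Elane*, *Mpo* and *Prtn3* as in granulocyte-monocyte progenitors, held 5.56% of D0 cells (4.75–6.45%) and 6.81% of D30 cells (5.74–8.01%). Cluster 12, led by *Prss34*, *Mcpt8* and *Cpa3*, held 2.62% (2.08–3.27%) and 5.197% (4.26–6.27%). Erythroid cluster 20 held 0.750% at D0 (0.470–1.13%) and 1.46% at D30 (0.982–2.09%). In contrast, cluster 11, led by *Igll1* and *Vpreb1* as in cycling B cell precursors, held 3.27% at D0 (2.66–3.98%) and 1.87% at D30 (1.32–2.56%). At an equal depth of 1000 UMIs per cell, 7.54% of D0 cells (6.61–8.57%) and 9.50% of D30 cells (8.23–10.9%) held UMIs of 2 or more of 6 proliferation markers, against 17.2% and 19.5% at full depth, where the median cell had 4266.5 and 4033 UMIs. The background of this count was not measured.

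**Figure D1:**
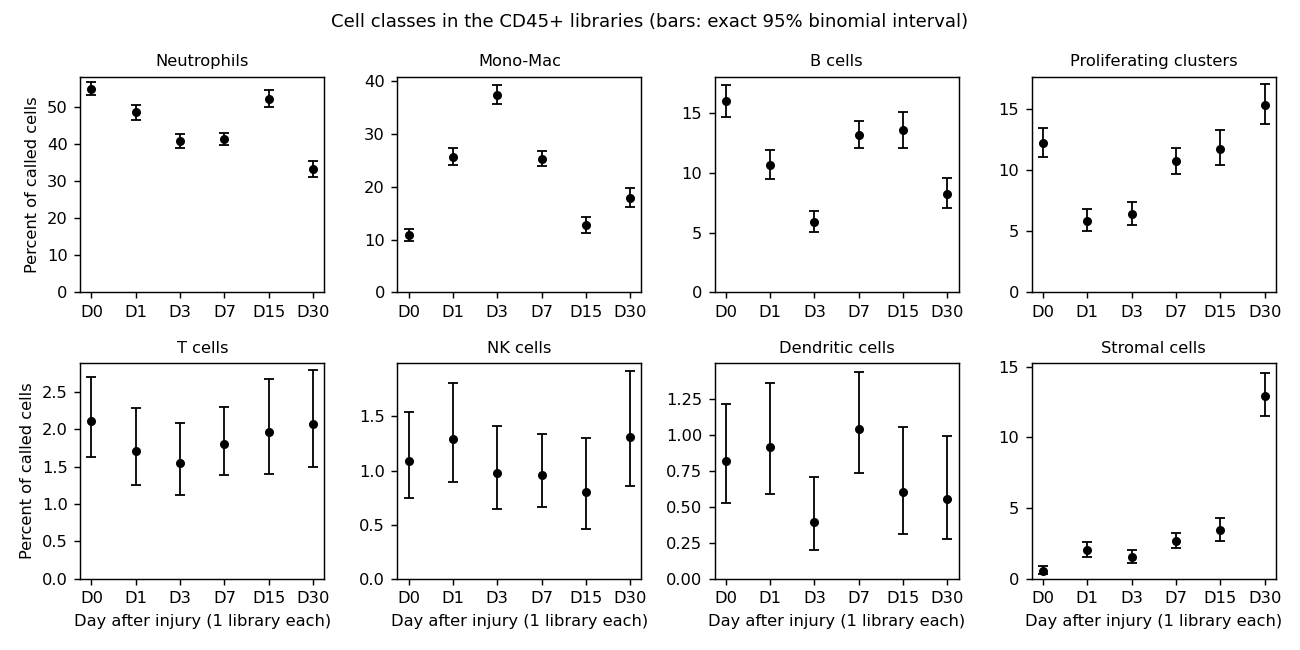
Share of called cells in each class for the 6 CD45+ libraries by day after injury. Bars are exact 95% binomial intervals and cover counting error only.

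Stromal, endothelial and mural cells were also found in the CD45+ libraries, although they should lack CD45. Together they made up 1.30% of D0 cells, 3.27% at D1, 3.10% at D3, 4.20% at D7, 5.28% at D15 and 19.5% at D30 (17.8–21.3%). Stromal cells alone rose from 0.545% at D0 to 12.97% at D30 (11.5–14.5%), and endothelial cells from 0.716% to 5.25%. Mural cells were 0 of 2776 at D3, which allows a share of up to 0.108%, and 1.26% at D30.

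**Figure D2:**
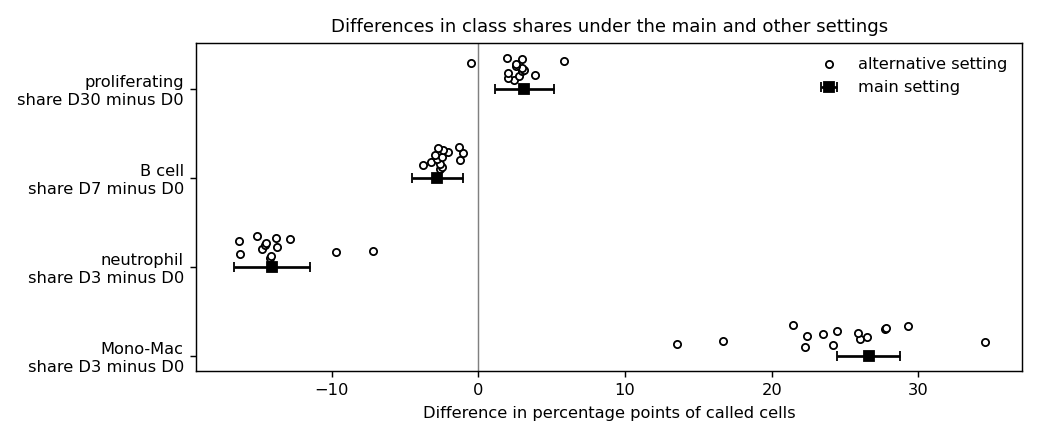
Differences of 4 class shares from D0 in the main setting (filled squares, with 95% intervals) and under each alternative processing (open circles). The alternatives were minimum genes, mitochondrial limit, doublet removal, integration, resolution, naming, depth and, where they applied, the denominators and cells left out.

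To resolve the Mono-Mac class, its cells were clustered again and the sub-clusters were assigned to subtypes by fixed marker lists. A share is compared with D0 only where the markers of the subtype stayed within 2-fold of their D0 level inside it. Cells with the Trem2hi Fcrls+ profile made up 2.82% of Mono-Mac cells at D0 (1.30–5.29%, 9 cells), 37.9% at D1 (34.2–41.6%), 32.6% at D3 (29.7–35.5%), 32.4% at D7 (29.4–35.6%) and 26.4% at D30 (21.9–31.3%). At D15 the share was 20.9%, but the markers had changed by more than 2-fold. The mean change of the 9 markers within the subtype at D3 was 0.95 on the log2 scale, close to the limit, and *Trem2* itself was 1.11 higher there, so part of the rise depends on where the D0 cells were placed. Thinning each cell to 1000 UMIs moved the D3 difference most, from 29.7 points (26.0–33.1) to 13.9 points, and merging the libraries without integration reversed that of D1 from 35.0 to -0.681 points.

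Crip1hi Cav1+ cells made up 0.627% of Mono-Mac cells at D0 (0.0760–2.25%, 2 cells), 12.2% at D3 (10.3–14.3%) and 15.4% at D30 (11.9–19.6%). Lyve1hi Folr2hi cells, the profile of resident lining macrophages, made up 15.7% at D0 (11.9–20.1%), 9.62% at D1, 5.28% at D3 (4.005–6.82%), 10.2% at D7, 11.4% at D15 and 16.0% at D30 (12.4–20.2%). Their D3 difference of -10.4 points (-15.0 to -6.28) reversed to 4.35 points in thinned cells, and the D30 difference was 0.337 points (-5.43 to 6.03). Ly6c2hi monocytes fell from 20.4% at D0 (16.1–25.2%) to 3.36% at D3 (2.35–4.65%), and held 17.3% at D15 and 12.9% at D30. For MHC IIhi cells the share was 21.6% at D0 (17.2–26.6%), 5.77% at D1, 12.4% at D3 and 6.18% at D30, and alternatives reversed its differences at D1, D3, D7 and D15. At D0, 38 of its 69 cells had a barcode with 200 or more genes in another library. Without such cells the share was 11.2% at D0 (7.70–15.5%), 5.66% at D1, 12.5% at D3 and 6.21% at D30. S100a8hi monocytes held 21.3% at D0, 18.2% at D1 and 6.77% at D7, and could not be compared at D3. Hspa1b-hi monocytes held 8.46% at D0, 5.00% at D3 and 11.8% at D15, and interferon-responsive cells 2.19% and 3.75%. No sub-cluster took the name of monocyte-derived dendritic cells, and 6.90% of Mono-Mac cells at D0 and 16.7% at D3 stayed unnamed.

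**Figure D3:**
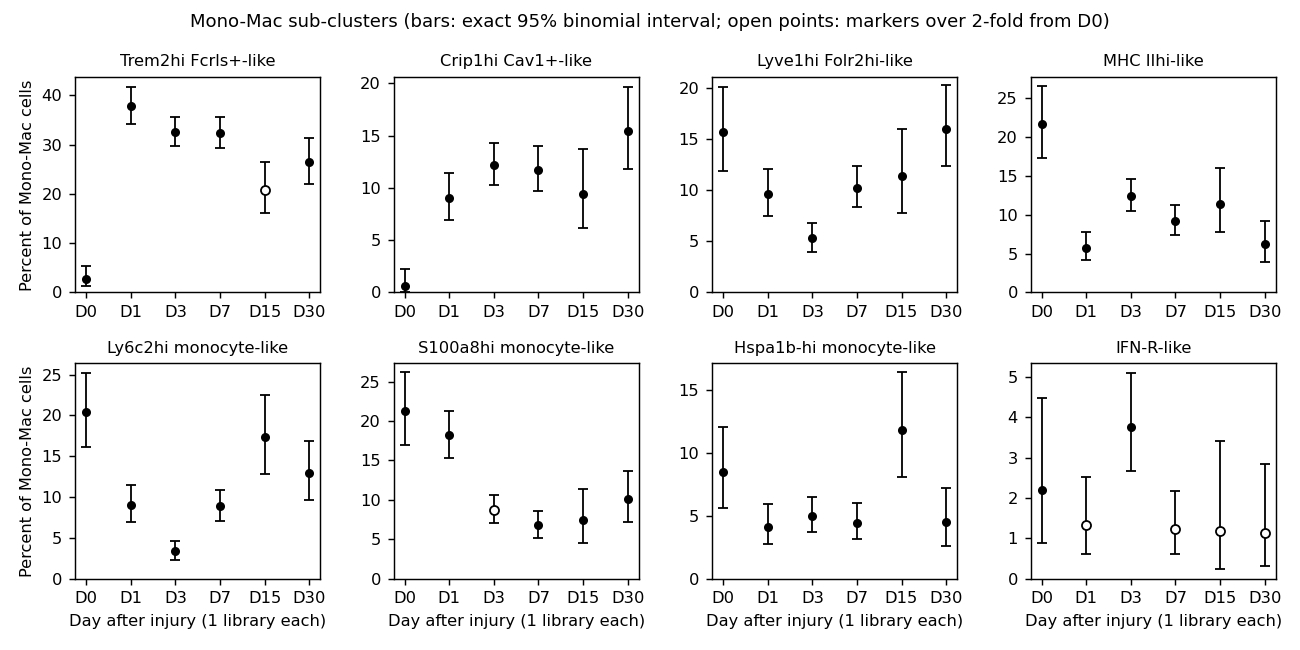
Share of Mono-Mac cells in each subtype by day after injury, with exact 95% binomial intervals. Open points are days on which the markers of the subtype differed from D0 by more than 2-fold inside it.

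To measure the same changes without sub-clusters, the UMIs of all Mono-Mac cells of a library were summed and expressed as CPM (counts per 1e6 UMIs), with exact Poisson intervals for levels and exact conditional binomial intervals for ratios. The days shown for genes that the study names were chosen after their values were seen, apart from *Trem2*, *Lyve1* and *Ly6c2* at D3. *Trem2* (ENSMUSG00000023992, mm10 chromosome 17, 48346401–48354147, plus strand) rose from 160.1 CPM at D0 (146–175) to 317 at D1, 647 at D3 (635–659), 638 at D7, 587 at D15 and 569.6 at D30. The log2 ratio at D3 was 2.01 (1.88–2.15), and thinning moved it most, to 1.42. *Fcrls* (chromosome 3, 87250758–87263738, minus strand) rose from 11.8 CPM at D0 (8.27–16.4) to 89.5 at D1, 338 at D3, 262 at D7, 240.4 at D15 and 85.7 at D30, with a log2 ratio of 4.84 at D3 (4.37–5.35). *Ly6c2* (chromosome 15, 75108158–75111970, minus strand) fell from 534 CPM at D0 to 216 at D1, 106 at D3, 168 at D7, 331 at D15 and 339 at D30, with a log2 ratio of -2.33 at D3 (-2.43 to -2.23). *Lyve1* (chromosome 7, 110850607–110863239, minus strand) was at 169 CPM at D0, 123 at D1, 47.3 at D3, 122 at D7, 111 at D15 and 508 at D30. Its log2 ratio was -1.84 at D3 (-2.00 to -1.67) and 1.59 at D30 (1.44–1.75). *Folr2* had a ratio of 0.64 at D3 (0.51–0.78), which reversed to -0.18 in thinned cells and to -0.07 as a mean over cells.

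**Figure D4:**
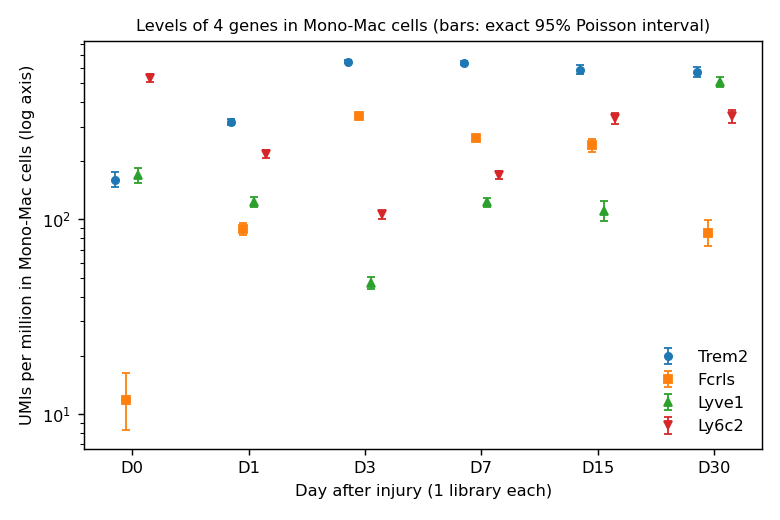
Level of *Trem2*, *Fcrls*, *Lyve1* and *Ly6c2* in Mono-Mac cells of each CD45+ library by day after injury, in CPM on a log axis. Bars are exact 95% Poisson intervals on the summed UMIs.

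Among other study-named genes in Mono-Mac cells, *Arg1* (chromosome 10, 24915221–24927484) rose from 5.58 CPM at D0 (3.25–8.93) to 855 at D1, a log2 ratio of 7.26 (6.58–8.04), and was at 231 at D3. Without cells whose barcode was shared with another library the D1 ratio was 10.31. *Spp1* (chromosome 5, 104435118–104441050) rose from 287 CPM to 10701 at D1 and 3381 at D3. *Apoe* (chromosome 7, 19696109–19699188) rose from 1452 CPM to 12435 at D3 and *Gpnmb* (chromosome 6, 49036546–49070929) from 6.23 to 203. *Il1b* (chromosome 2, 129364570–129371139) fell from 6759 CPM to 832 at D3 and 1177 at D30, with log2 ratios of -3.02 and -2.52. Of the growth factors, *Igf1* rose from 27.9 CPM to 71.4 at D3 and 203 at D7, and *Vegfa* from 93.5 to 286 at D3. *Pf4* rose from 496 CPM to 1965 at D1. *Il10* had a log2 ratio of 1.85 at D3, *Mmp14* of 1.75 and *Ptgs2* of -0.72, and *Mmp19* of 3.48 at D1. The ratios of *Fos*, *Jun* and *Junb* at D3 were 0.80, -0.60 and 0.01 (-0.03 to 0.05).

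The fixed size rule named the 3 genes with the largest rise and the 3 with the largest fall on each day. In Mono-Mac cells the rises were led by *Arg1*, *Spp1* and *Mmp19* at D1, by *Fcrls*, *Arg1* and *Gpnmb* at D3, by AY036118 (454 CPM against 19.0 at D0), *Fcrls* and *Cav1* (107 against 2.95) at D7, by *Fcrls* and *Spp1* at D15, and by AY036118 and *Ctla2a* (182 against 14.8) at D30. AY036118 lies on chromosome 17 (39847113–39848035, minus strand) inside Gm42418 on the other strand, so the gene that its UMIs came from is uncertain. Both of these non-coding genes also changed in other classes of the same libraries. The falls were led by *Ccl5* (14.2 CPM against 475), *Camp* and *Ifit1* at D1, by *Camp* (57.9 against 2298), *Ngp* and *Ltf* at D3, by *Saa3* (2.10 against 117), *Slpi* and *Il1r2* at D7, by *Saa3* (1 UMI), *Il1b* and *Acod1* at D15, and by *Cxcl10* (13.1 against 446), *Saa3* and *Ifit1* at D30. *Saa3* had 0 UMIs at D30, which allows up to 1.51 CPM. *Camp*, *Ngp* and *Ltf* are abundant in neutrophils, and subtraction of the share expected from free RNA left no value for them.

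In neutrophils, the question was which products of tissue damage they carried. *Osm* (chromosome 11, 4236420–4241026) rose from 385 CPM at D0 to 564 at D3, a log2 ratio of 0.55. *Mmp8* (chromosome 9, 7558456–7568485) rose from 1199 CPM to 2306 at D7 (0.94), where the mean over cells gave 1.01, and *Ptgs2* from 325 to 675 at D1 (1.06). *Il1b* fell from 4824 CPM to 3089.6 at D3 (-0.64), and *Ccl3* from 1337 to 364 at D7 (-1.88). By the size rule, the largest rises were those of *Wfdc17* (883 CPM against 198), *Cxcl3* and *Ifitm1* at D1, *Hspa1b* (216 against 42.8), *Ndufb1-ps* and *Fos* at D3, AY036118, *Dhrs9* (295 against 83.8) and 4932438A13Rik at D7, *Wfdc17*, *Hspa1b* and *Stfa1* at D15, and AY036118, *Lars2* (224 against 28.2) and Gm42418 at D30. The largest falls were those of Gm42418, *Traf1* (72.0 CPM against 239) and *Rest* at D1, *Traf1*, *Rest* and *Arid5b* (42.1 against 164) at D3, *Nfkbia* (1055 against 4096), *Ccl3* and *Cstb* at D7, Gm42418, *Nfkbia* and *Arid5b* at D15, and *Atp5md*, *Tnf* (149 against 573) and *Ifi27l2a* at D30. *Hspa1b* has a near-identical copy, *Hspa1a*, and *Stfa1* belongs to a family of similar genes, so reads could have been assigned to the wrong copy.

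In B cells, the study describes a subset with neutrophil genes, and these genes were followed over the whole class, although droplets that hold a B cell and a neutrophil were not excluded as a source. *Lcn2* (chromosome 2, 32384633–32388252) fell from 2689 CPM at D0 to 660.3 at D3, a log2 ratio of -2.03, and was at 3026 at D30 (0.17). With cells of 1000 or more genes the D30 ratio was 5.48. *S100a8* fell from 27835 CPM to 10175 at D3 and was at 19351 at D30, where its ratio of -0.52 reversed to 3.28 with 1000 or more genes. *Retnlg* fell from 6739 CPM to 1842 at D3. By the size rule, the rises were led by *Wfdc17* (458 CPM against 102), *Cxcl3* and Gm47283 at D1, Gm47283 and *Il4i1* (119.8 against 29.7) at D3, AY036118, *Slc15a2* (123 against 9.91) and Gm47283 at D7, Gm20594 and *Hspe1* (823 against 155) at D15, and AY036118, *Fn1* (163 against 0.734, from 2 UMIs at D0) and *S100a4* (114 against 4.77) at D30. The falls were led by *Odc1*, E330020D12Rik and Gm42418 at D1, *Tnf* (9.99 CPM against 361), *Ifitm1* and *Ccl3* (63.7 against 692) at D3, *Tnf*, *Ccl3* and *Cstb* at D7, *Ccl3*, *Cpne2* and *Ltf* (421 against 1828) at D15, and *Hspa1a* (69.4 against 591), *Hspa1b* and Gm30211 at D30.

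The CD45- library was used to ask which non-immune cells of the uninjured joint carried receptors for growth factors of macrophages. *Kdr*, *Flt1* and *Pdgfra* were among the markers that named some of these clusters, so their levels in the clusters they named are not results. *Igf1r* (chromosome 7, 67952827–68233668) was found in each non-immune type, at 123 CPM in 238 endothelial-like cells (107–141), 106 in 223 fibroblast-like cells (89.5–125), 93.6 in 297 chondrocyte-like cells (85.1–103), 93.4 in 111 tenocyte-like cells and 89.2 in 78 synovial intimal fibroblast-like cells, against 48.7 in 65 erythroid cells (36.3–64.0). The chondrocyte-like value pools clusters at 110.3 CPM (97.8–124) and 74.1 (63.2–86.4). The highest level of any cluster was 137 CPM (118–159), in unnamed cluster 7, and the other unnamed clusters were at 69.5 and 70.9. Cluster 7 scored highest for osteoblasts, at 0.38. At the mitochondrial limit of 20%, a cluster with similar leading genes scored highest for chondrocytes, at 1.04, and also stayed unnamed. The type of cluster 7 is thus open. In the 62 cells named as immune cells carried over into this library *Igf1r* was at 115 CPM (92.2–143). Unnamed cluster 3, at 69.5 CPM in 169 cells, scored highest for the same list, at 0.40. It was led by *Prss34*, *Mcpt8* and *Ctsg*. At low resolution 231 cells took the name of carried-over immune cells, so 62 may be too few and cluster 3 need not be non-immune. Free RNA was not subtracted in this library, where barcodes of 1 to 20 UMIs held *Igf1r* at 35.6 CPM (27.0–46.0). *Nrp1* was highest in endothelial-like cells, at 701 CPM (661–743), where the mitochondrial limit of 20% moved it most, to 795. *Nrp2* was at 319 CPM in endothelial-like and 264 in tenocyte-like cells. *Egfr* (chromosome 11, 16752203–16918158) reached 188 CPM in synovial intimal fibroblast-like cells (161–217) and 105 in fibroblast-like cells, against 4.83 in chondrocyte-like cells (3.06–7.24). *Pdgfra* was at 180 CPM in synovial intimal fibroblast-like cells (155–210), at 136 in tenocyte-like cells and at 0.420 in chondrocyte-like cells, the last from 2 UMIs. *Pdgfrb* (chromosome 18, 61045150–61085061) was at 236 CPM in tenocyte-like cells (206–269), 103 in fibroblast-like and 55.9 in endothelial-like cells. It is a marker of mural cells, which took a cluster of their own (151 cells) only at the mitochondrial limit of 20%. Mural cells among the endothelial-like cells are thus not excluded as its source there. *Acvr1* was at 49.2 CPM in tenocyte-like, 47.9 in fibroblast-like and 46.4 in chondrocyte-like cells, and highest in unnamed clusters 7 and 5, at 73.5 and 61.3. Cluster 5 scored highest for osteoblasts, at 1.92 with 6 of their markers detected. It took no name because another list had more markers among its leading genes. *Bmpr1a* was at 87.2 CPM in tenocyte-like, 77.7 in fibroblast-like and 37.6 in chondrocyte-like cells. Erythroid cells had 0 UMIs of *Nrp1*, *Acvr1*, *Bmpr1a*, *Egfr*, *Pdgfra* and *Pdgfrb*, which allows up to 2.86 CPM. The other 395 cells, in 3 clusters, stayed unnamed, and the cells lost at the mitochondrial limit mean that these levels describe only the cells that passed it.

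**Figure D5:**
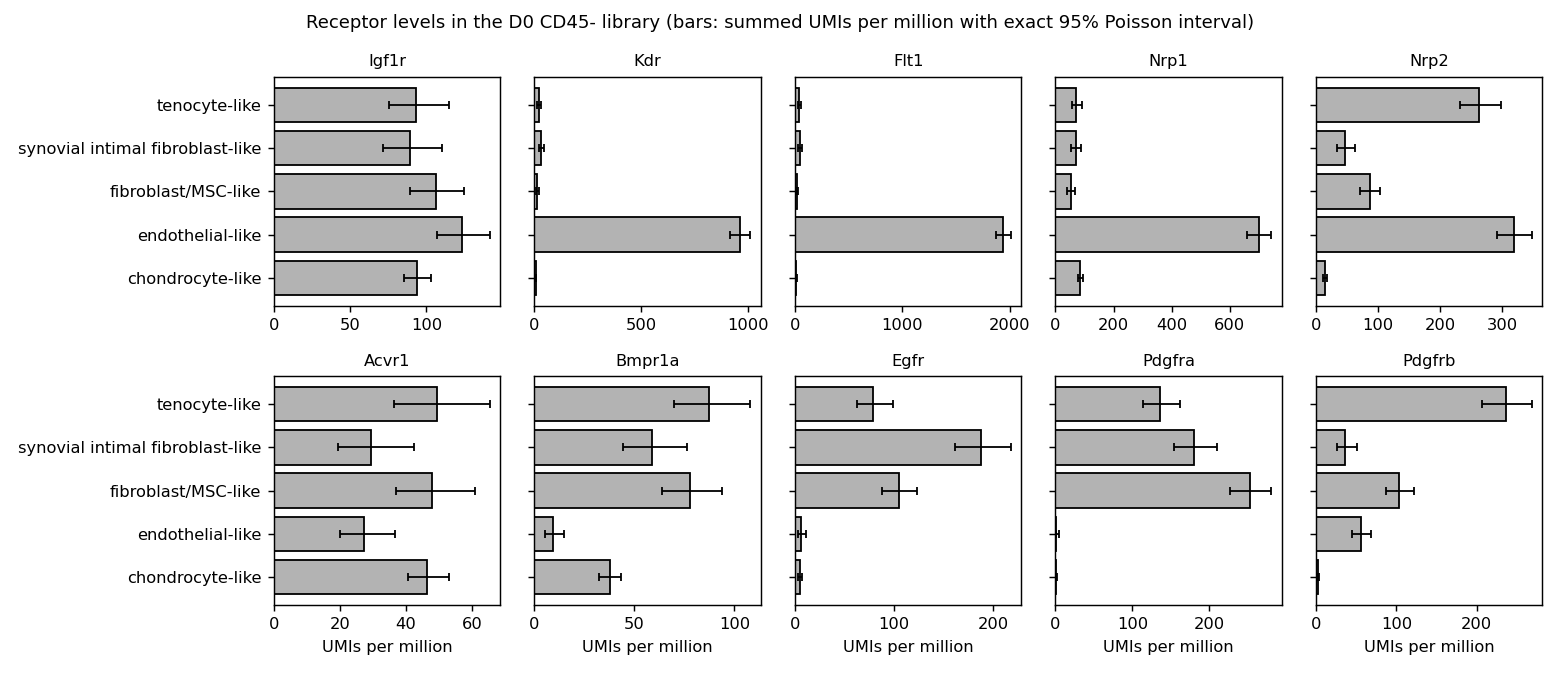
Level of 10 growth factor receptors in non-immune cell types of the CD45- library, in CPM with exact 95% Poisson intervals. *Kdr* and *Flt1* are markers of endothelial cells and *Pdgfra* of fibroblasts, so those bars follow from the naming.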

Values the study reported

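In the study, Mono-Mac cells rose from about 12% of the immune cells sequenced at D0 to about 37.5% at D3. The study found 7 major immune clusters and 9 Mono-Mac subtypes.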

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

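Of the tests in this part, those on poor recovery of neutrophils, on another processing of the D0 library, on bone marrow cells, on the difference in cycling cells, on the 2 parts of the read exchange and on the spread of the correlations were chosen only after the result was seen. Differences between days are also differences between single libraries, so a difference between animals or preparations stays open throughout as untested.

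Data that the study did not report on include the non-immune cells of the CD45+ libraries. Stromal, endothelial and mural cells were 19.5% of the D30 library and 1.30% of the D0 library. Their *Ptprc* level at D30 was 26.6 CPM, or 4.15% of the 641 CPM of Mono-Mac cells, which is consistent with cells lacking CD45 that were carried over in the selection. Doublets with immune cells are argued against, since 0.792% of these cells (3 of 379) held a *Ptprc* UMI at 1000 UMIs, against 39.6% of Mono-Mac cells (139 of 351). Carry-over lowers all immune shares of D30 that use called cells as the denominator, and the immune-only denominator removes this effect. Why the carry-over was higher at D30 was not tested, and a change of the joint tissue after injury stays open.

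Barcodes with 200 or more but fewer than 500 genes, below the limit used by the study, were 29.1% of the barcodes with 200 or more genes at D3 and 21.7% at D7, against 11.5% at D0, 4.39% at D1, 14.1% at D15 and 14.7% at D30. Their median depth was 413 UMIs at D3 and 387 at D7. An exchange of reads between the D3 and D7 libraries is argued against as the whole cause, since 3.50% of the D3 barcodes in this range (2.55–4.69%) had 200 or more genes at D7. That is between the limits of 10.0% and 1% set in advance. For the 39 barcodes of this range in both libraries, against 0.193 by chance, such an exchange stays open. For free RNA alone, the profile at D7 correlated across 8155 genes at 0.836 with barcodes of 1 to 20 UMIs and at 0.891 with Mono-Mac cells, which argues against it. With both profiles at equal depth and barcodes drawn again 200 times, the difference was -0.0584 (-0.0722 to -0.0434). At D3 the correlations across 7877 genes were 0.914 and 0.882, with a difference of 0.0281 (0.0172–0.0367). Free RNA alone cannot be told apart from damaged cells there, because the profile was closer to free RNA but below the correlation of 0.95 set in advance. Whether these barcodes were cells that the injury changed was not tested.

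This group of barcodes bears on the main change of the report. With barcodes of 200 or more genes kept, the rise of the Mono-Mac share at D3 was 13.5 points (11.6–15.4) against 26.6, and unnamed clusters then held 16.6% of D3, 19.0% of D7 and 1.01% of D0 cells. A loss of other classes under the limit of 500 genes cannot be told apart from a real rise as the source of this difference. The reason is that the D3 cells in unnamed clusters have no class, although other added cells were named. Poor recovery of neutrophils at D3 is argued against as the whole cause, since Mono-Mac cells per T or NK cell were 14.9 at D3 (11.7–19.2) and 3.39 at D0 (2.69–4.32), a 4.38-fold rise. Another processing of the D0 library is argued against as well, since the share at D3 exceeded that at D15 by 24.7 points. A response to injury stays open as a hypothesis in these data, with 1 library per day. The study also reports flow cytometry, which was not used here. It found more Ly6C+ Ly6G- monocytes and macrophages after injury, with a maximum at D3 and a return to D0 levels by D30. That gate on surface proteins need not match the Mono-Mac class, whose share here was still 7.09 points above D0 at D30.

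The share of proliferating clusters differed between groups, by 3.14 points at D30 and by -6.34 points at D1 from D0. A gain of all bone marrow lineages alike in the D30 library is argued against, because the share of pro/pre-B-like clusters changed by -5.15 points. More marrow cells of other lineages cannot be excluded by this fall, because the proliferating clusters outside the B lineage were larger at D30. Cluster 12, led by *Prss34*, *Mcpt8* and *Cpa3*, rose by 2.57 points. Progenitor-like cluster 8 rose by 1.26 points, with overlapping intervals at D0 (4.75–6.45%) and D30 (5.74–8.01%). At 1000 UMIs, 9.50% of D30 cells (8.23–10.9%) and 7.54% of D0 cells (6.61–8.57%) held 2 or more proliferation markers, a difference of 1.96 points (0.325–3.64). With each cell named by its own markers the difference was -0.501 points (-2.10 to 1.13). A change of clusters without more cycling cells cannot be told apart from more cycling cells. The first measure compares single libraries without a known background, and its share of free RNA may differ between them, with 29.3% at D0 and 45.5% at D30 estimated for Mono-Mac cells. The interval of the second includes 0. No technical explanation was tested for D1. A change with injury stays open for both days.

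The level of *Lyve1* in Mono-Mac cells also differed between groups, with a log2 ratio of -1.84 at D3 and 1.59 at D30 from D0. The cause of these differences was not tested. With free RNA subtracted the D3 ratio was -2.06. For D30, the part of free RNA in the level is not given here, and its estimated share of Mono-Mac UMIs was 45.5%, against 29.3% at D0. The share of Lyve1hi Folr2hi cells at D30 differed from D0 by only 0.337 points (-5.43 to 6.03). A change of the resident macrophages after injury and a difference between libraries, free RNA included, both stay open.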

How the results depend on the processing

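No paired analysis was possible because each group has a single library with the same replicate number, which pairs no animals. Of the alternatives, the immune-only denominator, the cells with shared barcodes, the *Cd209a* and *Acp5* clusters, the count of proliferation markers and the B cells with neutrophil UMIs were added after the data were examined. A value counted as moved when it left the 95% interval of the main setting, and as reversed when that interval excluded 0 and the sign changed.

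The Mono-Mac share difference at D3 kept its direction in 15 of 15 settings (13.5 to 34.5 points, main 26.6), the neutrophil share at D3 in 13 of 13 (-16.3 to -7.20, main -14.1), the B cell share at D7 in 14 of 14 (-3.78 to -1.07, main -2.80) and the proliferating share at D30 in 13 of 14 (-0.501 to 5.86, main 3.14). In 15 of 15 settings each, log2 ratios at D3 were 1.42 to 2.10 for *Trem2*, -2.53 to -1.33 for *Ly6c2* and -2.78 to -1.77 for *Lyve1*.

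With a minimum of 200 genes the Mono-Mac difference at D3 was 13.5 points, and that at D15 reversed to -3.01. Lyve1hi Folr2hi reversed to 1.48 at D1 and 1.96 at D7. With 1000 genes the Mono-Mac difference was 34.5 and the neutrophil difference -9.68 points. B cells reversed to 0.437 at D15 and MHC IIhi to 1.25 at D3. In B cells, *S100a8* reversed to 3.28 at D30 and *Ltf* to 0.47 at D15. The cause was not tested.

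At the mitochondrial limit of 5% the Mono-Mac difference was 16.7 and the neutrophil difference -7.20 points, with neutrophils at D1 reversed to 3.11. Lyve1hi Folr2hi reversed to 0.967 at D1. *Ly6c2* was at -2.12 and *Lyve1* at -2.41. At the doubled doublet rate the Mono-Mac difference was 22.4 and *Ly6c2* -2.15. An earlier run of this setting, which differed by an exchange of 1 cell, split some clusters in another way without a change of direction, so cluster borders are not stable. The cause was not tested.

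At low resolution the Mono-Mac difference was 22.3 and *Ly6c2* -2.09, and at high resolution 24.2 and -2.08. Merged without integration, it was 23.5 and *Ly6c2* -2.06, Trem2hi Fcrls+ reversed to -0.681 at D1, and MHC IIhi to 0.941 at D1, 14.3 at D3 and 0.202 at D15. The cause was not tested.

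With each cell named by its own markers, the Mono-Mac difference was 24.4, the proliferating share reversed to -0.501, Ly6c2hi to 0.469 at D1, and MHC IIhi to 0.2497 at D1, 12.4 at D3, 6.13 at D7 and 7.52 at D15. *Trem2* was at 1.65 and *Lyve1* at -2.38. The cause was not tested.

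In cells thinned to 1000 UMIs, Lyve1hi Folr2hi reversed to 1.44 at D1, 4.35 at D3 and 10.2 at D7, and MHC IIhi to 3.19 at D3 and 1.32 at D15. *Trem2* was at 1.42, *Ly6c2* at -1.36 (at D15 reversed to 0.063), *Lyve1* at -2.78 and *Folr2* reversed to -0.18. As a mean over cells, *Trem2* was at 1.78, *Ly6c2* at -1.33, *Lyve1* at -2.22, *Folr2* reversed to -0.074, and *S100a8* in B cells at D30 to 0.26. With free RNA subtracted, *Trem2* was at 1.80, *Ly6c2* at -2.53 and *Lyve1* at -2.06. The cause was not tested.

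The Mono-Mac difference was 29.3 points with the *Cd209a* cluster counted in and 21.5 without the *Acp5* cluster, by the construction of these sums. Without cells that had a shared barcode, MHC IIhi reversed to 1.31 at D3 and 0.357 at D15, since 38 of its 69 cells at D0 had one. The proliferating difference was 5.86 among immune cells, whose number at D30 lacks the carried-over cells.

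Over all results run, 70 of 444 values of class shares moved and 4 reversed, for subtype shares 117 and 20 of 388, for gene levels 459 and 6 of 1195, and 14 of 280 receptor levels moved. Subtype shares on days when their markers changed by more than 2-fold were not compared, and the alternatives were not tested for this limit. Only results whose main interval excludes 0 could reverse, and of these 4 of 17 class shares, 9 of 28 subtype shares and 4 of 131 gene levels did. Receptor levels could not reverse. No value came for T cells in thinned cells, NK cells at low resolution, dendritic and MHC IIhi cells at 5%, Crip1hi Cav1+ when merged, and Hspa1b-hi at 200 genes and low resolution. Among genes, none came for *Cav1* and *Saa3* at D7 in thinned cells, *Apoe* without the most abundant genes, and *Cxcl3* in B cells at D1 with 1000 genes. Free RNA subtraction left none for *Camp*, *Ngp*, *Ltf*, *Ccl5*, AY036118, *Cav1*, *Ctla2a*, *Cxcl10* and *Saa3*. Subtypes with few cells at D0, such as 9 Trem2hi Fcrls+ and 2 Crip1hi Cav1+ cells, limit their differences.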

Other observations

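In this part, the tests of chance barcodes, the sum of UMIs, free RNA for the B cell cluster and for *Xist*, a female animal for *Xist*, handling over all days, and genes that changed in each class were chosen only after the result was seen. Injury is the biological difference of the design, and it stays open as untested where no other is named.

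The share of Mono-Mac cells was 10.9% of called cells and 11.1% of immune cells at D0, and 37.5% and 38.8% at D3. The classes of the study were rebuilt from marker lists here, so its immune cells and these need not be the same population.

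The mice were male, and *Xist* (chromosome X, 103460366–103483254), a transcript of female cells, was found in 1.40% of D0 cells, in 7.84% of Mono-Mac cells and 0.124% of neutrophils. At D30 it was found in 0 of 1982 cells. Reads of another library assigned to D0 are consistent with 87.8% of these cells (36 of 41) having a barcode with 200 or more genes in another library. Free RNA is argued against, since 52.2% of D0 cells with such a shared barcode (36 of 69) held an *Xist* UMI against 0.175% of the others (5 of 2865), at median depths of 1059 and 4363 UMIs. The test first planned for free RNA, 0.346% of cells at 1000 UMIs against 16.1% if all were free RNA, rests on an assumed profile and did not exclude it by itself. A female animal in the pool is argued against by the same 0.175%, since its cells would not gather on shared barcodes. Of the 5 *Xist*-positive cells without one, 60.0% (3 of 5) held a Y gene UMI against 80.6% of other cells of matched depth, which argues against it for them too, in few cells. The test first planned, 7.32% of all *Xist*-positive cells (3 of 41) with a Y gene UMI against 44.7%, did not decide. Of the 69 cells with shared barcodes 41 were Mono-Mac, and 38 of these were MHC IIhi cells. Leaving out the cells with shared barcodes moved the *Arg1* ratio at D1 to 10.31, and reversed the MHC IIhi differences at D3 and D15 to 1.31 and 0.357 points. No class share whose main interval excluded 0 changed its direction. No biological explanation was tested.

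Barcodes with 200 or more but fewer than 500 genes were shared between all libraries except D30, which shared 0 with each other library. There were 48 between D0 and D15 against 0.0205 by chance, which argues against chance use of the same barcode. Between D0 and the CD45- library 154 were shared, against 0.0724 by chance. UMIs of 6 pancreatic enzyme genes (*Cela1*, *Clps*, *Cpa1*, *Ctrb1*, *Prss2* and *Try4*) were 4.87-fold (4.40–5.37) as frequent in shared as in other barcodes of this range, with 2147 against 441 CPM, which is consistent with reads of another library. This held at D0, D1, D3 and D7, but not at D15 (5547 against 7162 CPM) nor clearly in the CD45- library (9.67 against 8.15). Expression by called cells is argued against, since the highest cluster reached 83.5 CPM, and the genes were at 4647 to 10074 CPM in barcodes of 1 to 20 UMIs. No biological explanation was tested.

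B cell clusters 3 and 9 differed 24.0-fold in *S100a8* at 1000 UMIs, with 14.4 and 0.599 UMIs per cell, which argues against free RNA, since that would reach both alike. Across the libraries 388 B cells held 10 or more *S100a8* and *S100a9* UMIs at that depth, against 39.9 doublets that the loading gives (9.73-fold), so random doublets are argued against as the whole cause. By library there were 109 at D0, 89 at D1, 4 at D3, 71 at D7, 29 at D15 and 86 at D30. At D0 their median of 9914 UMIs was 1.63-fold the sum of the medians of other B cells and neutrophils (2883 and 3205). A droplet with 1 cell of each should give about the sum, so this test does not decide. Droplets that hold a B cell and a neutrophil cannot be told apart from large B cells with neutrophil genes, because the value is near neither prediction.

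*Cd79a*, a B cell gene, was found in 0.264% of S100a8hi monocytes (1 of 379) and 0.196% of neutrophils (14 of 7156) at 1000 UMIs, which is consistent with free RNA. No biological explanation was tested.

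The cluster led by *Acp5* and *Ctsk* at D3 and D7 was tested for doublets through 7 further osteoclast genes. Of these, 4 were higher in it than in every other cluster, among them *Dcstamp* (41.4 against 27.1 CPM), *Nfatc1* (345 against 270.5) and *Tcirg1* (311 against 169), which argues against doublets of the other clusters. *Itgb3*, *Clcn7* and *Calcr* were not. An osteoclast-like state after injury stays open.

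For *Trem2*, the explanation of more cells in the *Trem2* cluster and no change within it is argued against, since the log2 ratio at D3 within the largest such cluster was 2.01 (1.13–3.07). That cluster held only 6 cells at D0, and the whole subtype gave 1.11 (0.60–1.66). A higher level per cell after injury stays open.

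*Fos*, *Jun* and *Junb* respond to tissue handling, and handling that differs between libraries should move each of them the same way in all classes. From D0 to D3, *Fos* had log2 ratios of -0.58 in B cells, 0.80 in Mono-Mac cells, 1.41 in neutrophils and 1.27 in T cells. The other 2 of the 3 genes had no opposite directions at D3. Over all days, *Jun* and *Junb* had opposite directions between Mono-Mac cells, neutrophils and T cells in 4 of 10 changes, such as *Jun* at D15 (-0.39 in neutrophils and 0.70 in T cells) and *Junb* at D7 (-0.20 and 0.37). Handling that acts alike on all classes is thus argued against as the whole cause for these 2 genes, by counting error alone. *Fos* rose in all 4 classes on 4 of 5 days, and its fall in B cells at D3 came with a loss of B cells with neutrophil UMIs (109 at D0 and 4 at D3). For *Fos*, handling cannot be told apart from a response to injury, because each would give a rise in all classes. A response to injury stays open for all 3 genes.

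AY036118 and Gm42418 changed in more than 1 class of the same library. At D7 the log2 ratio of AY036118 from D0 was 4.58 in Mono-Mac cells, 5.35 in neutrophils, 5.55 in B cells and 4.32 in T cells, and that of Gm42418 was 1.35 in Mono-Mac cells, 1.28 in neutrophils and 1.71 in B cells. Of 9 changes found in Mono-Mac cells, neutrophils and B cells together, T cells shared 4 with neutrophils within 1 log2 unit, and the others not. Differences between libraries that act on every cell cannot be told apart from a change shared by all classes, because each day is 1 library.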
